# MicroRNA Transcriptome in Swine Small Intestine during Weaning Stress

**DOI:** 10.1371/journal.pone.0079343

**Published:** 2013-11-18

**Authors:** Xin Tao, Ziwei Xu

## Abstract

MicroRNAs (miRNAs) play important roles in intestinal diseases; however, the role of miRNAs during weaning stress is unknown. In our study, six jejunal small RNA libraries constructed from weaning piglets at 1, 4 and 7 d after weaning (libraries W1, W4 and W7, respectively) and from suckling piglets on the same days as the weaning piglets (libraries S1, S4 and S7, respectively) were sequenced using Solexa high-throughput sequencing technology. Overall, 260 known swine miRNAs and 317 novel candidate miRNA precursors were detected in the six libraries. The results revealed that 16 differentially expressed miRNAs were found between W1 and S1; 98 differentially expressed miRNAs were found between W4 and S4 (ssc-mir-146b had the largest difference); and 22 differentially expressed miRNAs were found between W7 and S7. Sequencing miRNA results were validated using RT-qPCR. Approximately 11,572 miRNA-mRNA interactions corresponding to 3,979 target genes were predicted. The biological analysis further describe that the differentially expressed miRNAs regulated small intestinal metabolisms, stressful responses and immune functions in piglets. Therefore, the small intestine miRNA transcriptome was significantly different between weaning and suckling piglets; the difference varied with the number of days after weaning.

## Introduction

MicroRNAs (miRNAs) belong to a group of endogenous small non-coding RNAs that are 18–26 nucleotides (nt) in length. In animals, almost all miRNAs regulate gene expression by binding complementary target sites in the 3′untranslated region (3′ UTR) of mRNA [1]. More than one-third of all protein-coding genes in humans are regulated by miRNAs [2]. Studies have shown that miRNAs play major roles in cellular growth, differentiation, proliferation, apoptosis and immune response [3]–[6]. Even though miRNAs are involved in the ‘fine tuning’ of gene expression, the functions of miRNAs are more evident during disease [7].

Weaning stress affects intestinal morphology, digestive and metabolic enzymes and the intestinal mucosal barrier. In the past years, numerous studies reported small intestinal villus atrophy and crypt hyperplasia in piglets [8]–[10]. Weaning disturbed digestive enzyme activities and inflammatory cytokine gene expression patterns of the intestine, impaired intestinal barrier function, increased intestinal permeability, and promoted the bacteria, toxins and antigens to pass through the intestinal epithelium [11]–[13]. Furthermore, weaning also activated stress signaling pathways and resulted in an abnormal expression of intestinal genes and proteins [14]–[18]. The most serious effects of weaning on intestinal tissue took place at the first 1 week after weaning [19], [20]. However, the cellular and molecular mechanisms associated with weaning stress on small intestine have not been elucidated. In recent years, more and more miRNAs have been discovered in the small intestinal tissue and cells of mammals [21]–[24]. Certain intestinal miRNAs have been identified in a tissue-specific manner [25], [26].

According to reports, miRNAs control intestinal cell differentiation, physiology, barrier function and cellular apoptosis [27], [28]. Furthermore, miRNAs are involved in the pathogenesis of intestinal cancer, inflammatory bowel disease, irritable bowel syndrome and cystic fibrosis, among others [29]–[33]. Therefore, the miRNA transcriptome of small intestine is likely to be affected by weaning. However, no study has focused on the miRNA expression levels in the small intestine during weaning stress. Swine have been used as a mammalian model of humans due to similarities in size, physiology, organ development and disease progression [34]. Similar to weaning in piglets, weaning in infants is a critical point due to changes in intestinal homeostasis [35].

To assess the effects and mechanism of differentially expressed miRNAs on intestinal damage during weaning stress, we compared the intestinal miRNA transcriptome of weaning and suckling piglets using Solexa high-throughput sequencing technologies. Six small RNA libraries were prepared from jejunal samples: W1, W4 and W7 prepared from samples obtained on days 1, 4 and 7 after weaning, respectively, and S1, S4 and S7 (controls) prepared from samples obtained from suckling piglets on the same days on which the weaning samples were collected. 

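Small RNA of the jejunum was counted in 6 libraries. W1, W4 and W7 came from weaned piglets, where the number gives the days since weaning. S1, S4 and S7 came from piglets that stayed with the sow and were 26, 29 and 32 d old. Each library was 1 pool of total RNA from 4 piglets, stated to be 1 from each of 4 litters for the weaning libraries. Every condition thus has 1 library, and a difference between a weaning and a suckling library has no replicate check. The authors removed adapters and low-quality reads, aligned clean reads to the draft swine genome with Bowtie (version 0.12.2 in the submitters' processing notes), matched known miRNAs to miRBase and predicted candidates with miRDeep. The deposited values are raw read counts per mature miRNA or candidate sequence. They held 533 sequences, of which 239 took the name of a known miRNA and 256 that of a candidate by matching Tables S7 and S9. The other 38 sequences, with 518 reads in all, were left unnamed. The total count was 4492667 in S1, 4649143 in W1, 5312358 in S4, 4503899 in W4, 5373146 in S7 and 4441416 in W7. These totals were 94.5% to 109% of the clean reads of Table S1, and a total above the clean reads means that some reads were counted at more than 1 miRNA. The paper matched a smaller share of clean reads to mature miRNAs in every library, so this may hold for all 6 libraries. Library totals and shares of counts may thus hold some reads more than once. Ratios between libraries were taken from CPM (counts scaled to the library total, as FPKM also is), and again with TMM scaling from edgeR, which is less affected by a few very abundant miRNAs. Intervals given with a ratio are exact 95% intervals that cover counting error only.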

Each library was sequenced individually and generated several million sequence reads, resulting in a total of more than 34 million reads. Statistical analyses were performed using Rfam10.1 and miRBase19.0 databases. BLAST and miRDeep methods were used for aligning known miRNAs and discovering novel miRNA candidate precursors from the high-throughput sequencing results.

## Results

### Identification and Mapping of miRNAs

The reads obtained from Solexa high-throughput sequencing were processed; low-quality data and 3′ and 5′ adapters were removed, and poly-A/T-containing sequences and fragments <15 nt and >32 nt were discarded (Table S1). The remaining clean reads were 84.32% and 83.65% in W1 and S1, 74.34% and 82.76% in W4 and S4, and 81.28% and 81.93% in W7 and S7, respectively. The results revealed that there were no dramatic differences in the clean reads among the libraries.

The small RNA length distribution in the libraries is shown in Figure S1. The majority of the sequences (82.57–88.29%) were 20–23 nt in size. The most abundant read was 21 nt, followed by 22 nt and 20 nt. Of the total reads, the 21 nt read was 36.98% and 40.24% in W1 and S1, 29.45% and 40.55% in W4 and S4, and 33.29% and 39.79% in W7 and S7, respectively. The miRNA length distribution was typical of animal miRNAs. The results suggested that miRNA sequences were highly enriched in the libraries. Interestingly, in the weaning groups, the percentage of the 21 nt reads was lower and the percentage of the 22 nt reads was higher than in the control (suckling) groups; the difference was more significant between W4 and S4 than between the other two pairs.

Clean data were mapped to the *Sus scrofa* draft genome assembly (SGSC Sscrofa 9.2, NCBI project 10718, GCA_000003025.2) with no mismatches, using the Bowtie program (Table S2 and Table S3). The mapped reads were 3,583,379 and 3,365,491 in W1 and S1, 3,852,427 and 3,970,888 in W4 and S4, and 3,688,395 and 3,967,028 in W7 and S7, respectively. Of the total reads, the mapped reads accounted for 80.57% and 80.12% in W1 and S1, 80.85% and 81.10% in W4 and S4, and 82.04% and 80.28% in W7 and S7, respectively. The results showed the distribution of reads was not equal on the swine chromosomes. The most reads were mapped to SSC2, and the values were between 1,782,073 and 2,229,151. In the next place, the reads mapped to SSC10 were 230,821∼695,256 in the form of antisense or sense reads, respectively. However, subsequent miRNAs identified in the libraries showed that the maximum numbers of miRNAs were not located on SSC2 or SSC10, suggesting that most of sequencing data acquired from these chromosomes was not significant for detecting miRNAs. To confirm the counts and proportions of miRNAs, the clean reads were aligned to the miRNA precursors and mature miRNAs in miRbase19.0 (Table S4 and Table S5). The results showed that approximately 74.07–77.95% of clean reads in six libraries were matched to the miRNA precursors; however, unique reads were 5.71–8.30%. Similarly, 69.75–73.68% of clean reads in six libraries were matched to the mature miRNAs; however, unique reads were 3.22–4.93% (Table S6). In addition, the miRNA precursors and mature miRNAs in W4 had more abundant species than the precursors and mature miRNAs in the other libraries.

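W4 held the most miRNA species of the 6 libraries. At least 1 read was found for 477 sequences in W4, against 437 in S4, its suckling control. The other libraries held 447 sequences in W1, 451 in S1, 452 in S7 and 462 in W7. Candidate sequences made up most of this difference, with 213 in W4 and 180 in S4, while 239 known miRNAs were found in both. W4 also led when every library was thinned to the total of the smallest, with 476 expected sequences in W4, 428 in S4 and 462 in W7. Thinning makes only the totals equal. Without miR-192, miR-215 and miR-143-3p, W4 held 2095340 counts and S4 1446575, so rarer sequences were still read more deeply in W4. A larger number of species in W4 therefore cannot be told apart from this deeper reading. Sequences with at least 10 reads numbered 304 in W4 and 270 to 288 in the others. With 1 pool per condition, the spread of these numbers between pools is not known.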

We chose the Rfam10.1 database for annotating small RNA reads and unique reads (Figure S2 and Figure S3). The results revealed that there were no significant differences in the distribution of reads among the six libraries. The most abundant class of small non-coding RNAs (ncRNAs) was rRNA (small nuclear RNA (snRNA)/small nucleolar (snoRNA)/CD-box and snRNA/splicing).

### Identification of Known and Novel miRNA Candidate Precursors

To identify known swine miRNAs, we compared the clean reads obtained in this study with 271 known swine miRNA precursors in miRBase19.0 (Table S7). The statistical results showed that 260 known unique miRNA precursors were detected from the read counts in our libraries. 

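Known miRNAs held nearly all counts, and a few of them dominated every library. The most abundant was miR-192 with 8235181 reads over the 6 libraries, followed by miR-143-3p with 6491794, miR-215 with 4214704, miR-10a-5p with 978185 and miR-10b with 878188. These 5 took 72.3% of the 28772629 reads. miR-192 and miR-215 are abundant in intestinal epithelium, and miR-143 is abundant in smooth muscle and other stromal cells. Of the 239 known mature sequences, 238 had reads in all 6 libraries. The counts of miR-192 and miR-215 overlap, since 88.6% of the miR-215 reads in the first 1999 of 65535 rows of Table S6 also aligned to miR-192.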

Only 11 miRNAs (ssc-miR-1224, ssc-miR-202, ssc-miR-4333, ssc-miR-4335, ssc-miR-4336, ssc-miR-4338, ssc-miR-4339, ssc-miR-484, ssc-miR-487b, ssc-miR-489 and ssc-miR-494) were not detected, which may be due to low or absent expression in swine intestine. 

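None of the named sequences carried any of these names. Names were assigned through Table S7, so this rests on the annotation of the paper and not on a separate alignment. Unnamed sequences remain, so low counts of these miRNAs cannot be excluded.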

The species accounted for 95.94% of all swine miRNA precursors. In addition, there were 126 mature miRNAs distinctively derived from the 5 p arm and 3 p arm of the 63 precursors (Table S8). 

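Among the named sequences, both arms were found for 44 precursors. Of the 323 names in Table S7, 259 were carried by a sequence, so precursors with an unnamed arm are missed here. The Wilson intervals of the 5p share did not overlap between the libraries for 9 of 40 precursors in W1 and S1, 6 of 40 in W4 and S4 and 12 of 41 in W7 and S7, counting error only. The share of the 5p arm differed by over 10 percentage points for 0 of 40 precursors between W1 and S1, for 0 of 40 between W4 and S4, and for 2 of 41 between W7 and S7. The largest difference was in miR-374b, whose 5p share was 84.3% in S7 (95% Wilson interval 77.8% to 89.1%) and 58.0% in W7 (47.5% to 67.7%). For miR-424 the 5p share was 89.4% in S4 (81.5% to 94.1%) and 96.5% in W4 (91.3% to 98.6%). In each comparison, 22 precursors had more 5p than 3p reads in both libraries. A precursor was measured when its arms had at least 50 reads together in each library, and with at least 200 reads 33 were measured in each comparison and 0 differed by over 10 points.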

The known and novel miRNA candidate precursors had a very wide span of expression, so that the read counts ranged from one to millions.

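Read counts of a single sequence in a library reached 1852880, for miR-192 in S7. Over the 6 libraries, 130 sequences had fewer than 10 reads in total. Known miRNAs filled the upper end of this range, and candidates together took 0.234% of all reads.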

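Candidate miRNAs were numerous but low in reads. Of the candidates in Table S9, 316 had a sequence in the count tables. They correspond to 256 distinct sequences, because some sequences occur at several precursors. Reads in all 6 libraries were found for 105 candidate sequences. By the seed names of Table S9, 259 of these candidates shared a seed with a miRNA of some species and 57 shared none. The species named most often were human with 54 candidates and mouse with 51, followed by chicken with 14 and cattle with 11. Only the first species named for a candidate was counted. Other names included plants and viruses, such as rice with 8 candidates, so a shared seed alone does not show conservation.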

We identified 317 novel miRNA candidate precursors in the libraries (Table S9), in which 260 candidates shared the same seed sequences with known miRNA names across species, such as 77 candidates in mouse and 53 candidates in human, etc. Other 57 novel miRNA candidate precursors have no same seeds with other species, which are likely pig-specific miRNAs, or not bona fide miRNAs. The distributions of novel miRNAs on different chromosomes are shown in Figure 1. Novel miRNA candidate precursors were detected on each chromosome. The maximum number of miRNAs was located on SSC1, followed by SSC7 and SSC2. The minimum number of miRNAs was located on SSC8. Additionally, we found one miRNA candidate precursor on SSCM (mitochondrion). 

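Among the candidates with a sequence in the count tables, chromosomes 1 and 7 held 30 each. Chromosome 3 held 28, chromosome 4 held 26 and chromosome 2 held 22. The X chromosome held 12. The fewest on a nuclear chromosome were 4 on chromosome 10, then 6 on chromosome 8 and 7 on chromosome 11. The mitochondrial candidate was SSCM_18120, which the paper's Table S10 places at 15434 to 15487 of the mitochondrial sequence. It was abundant enough to be measured on each day, with 60 reads in S4 and 354 in W4. Counts per chromosome are counts of predicted precursors and have no error of their own.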

The results revealed that an unequal distribution of miRNAs on the chromosomes would probably explain miRNA functions in the small intestine.

**Figure 1:**
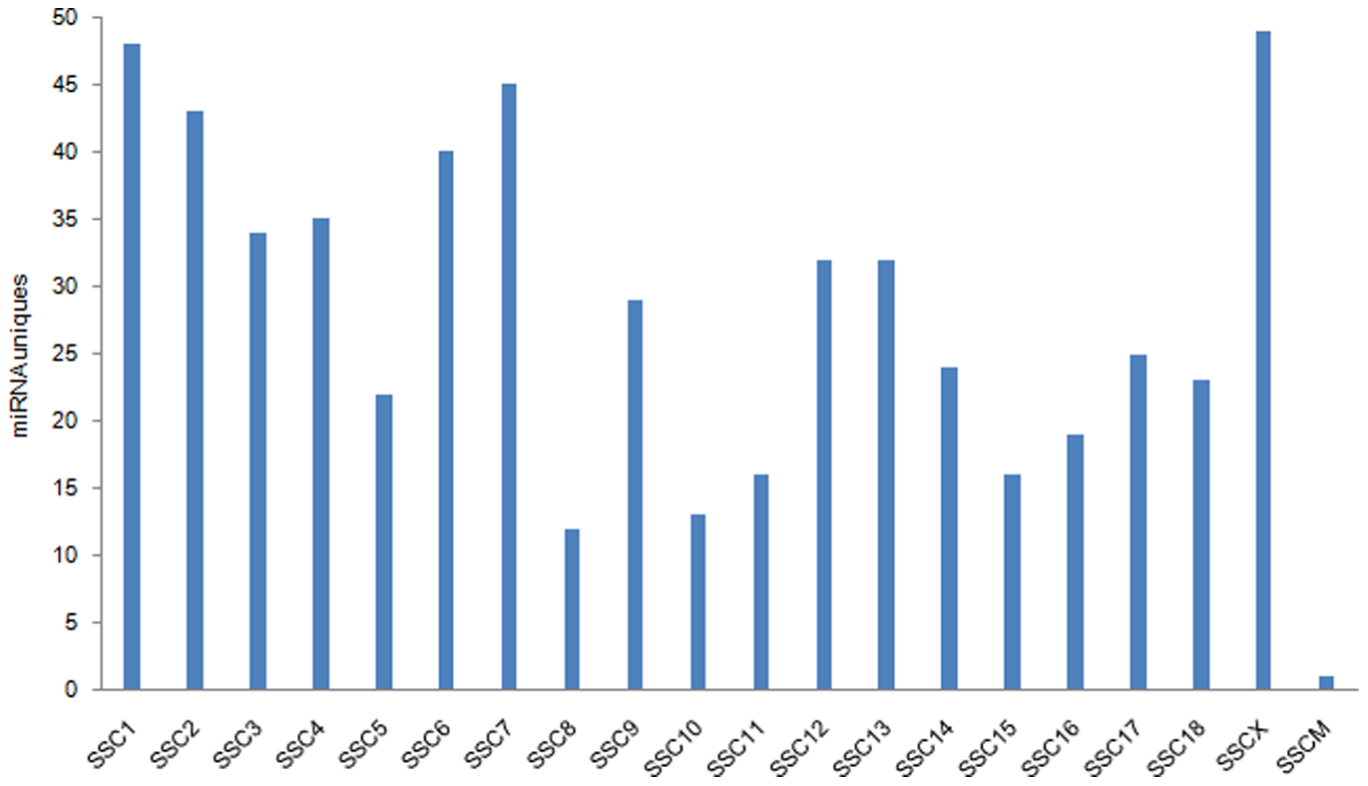
Distribution of novel candicate miRNAs in Chromosomes. The y-axis is the number of novel candidate miRNA uniques predictecd in six libraries (W1, W4, W7, S1, S4, S7). W1, W4 and W7, the samples from piglets on days1, 4 and 7 after weaning, respectively. S1, S4 and S7, the samples from suckling piglets on the same days on which the weaning samples were collected.

### Analysis of Differentially Expressed Swine miRNAs

We compared differentially expressed miRNAs in W1 and S1, W4 and S4, and W7 and S7 (Table S10 and Figure 2). 

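At 1 d after weaning, few miRNAs differed between W1 and S1, and the group of miR-99, miR-100 and miR-125 had high ratios. Its 5 members had log2 ratios from 0.88 to 1.41, with a median of 1.02, at percentile 99.7 of 10000 random lists matched on mean expression. All lists were fixed after the paper's tables of the same counts had been read, so their percentiles only describe these libraries. Of the 5 members, 3 were at least 2-fold higher, and 1 was after TMM scaling, with a median of 0.69. In W1 against the 3 suckling libraries together, edgeR called 0 of these 5, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 called 0. Scaled to the library total, 0 were called and 5 were higher when adjusted over the list alone. The highest was miR-100 (interval 1.34 to 1.47), followed by miR-99a at 1.32 (1.24 to 1.40). Marker miRNAs of epithelium, all but miR-429 forms of miR-192, miR-194 and miR-215, had a median of -0.29, at percentile 0.065. The miR-15/16 family had a median of -0.11, at percentile 0.245. None of these epithelial markers was 2-fold lower. Other large ratios were those of SSC6_13802 at 1.59 (1.03 to 2.17), miR-221-5p at 1.57 (0.91 to 2.29) and the candidate SSC1_7099 at 4.44, which had 74 reads in S1, 1657 in W1 and 929 to 1796 in the other libraries, so S1 alone sets that ratio. On the lower side were SSC10_132 at -2.99, SSC18_5778/SSC18_5981 at -2.81, SSC14_2736 at -2.71, miR-1285 at -1.14 and miR-144, a miRNA of red blood cells, with 95 reads in S1 and 49 in W1. In all, 14 miRNAs were at least 2-fold higher and 6 at least 2-fold lower among 229 with at least 50 reads in the pair. The median log2 ratio of all 229 was 0.28. After TMM scaling it was -0.04, and the split was 5 higher and 9 lower. It was 6 and 9 with DESeq2 size factors, and 6 and 9 with the total without miR-192, miR-215 and miR-143-3p.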

We found that 16 miRNAs had different expression levels between W1 and S1; of these 16 miRNAs, 11 were upregulated and 5 were downregulated in the weaning group. Likewise, 98 differentially expressed miRNAs were found between W4 and S4; 92 upregulated miRNAs and 6 downregulated miRNAs were detected in the weaning group. 

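At 4 d after weaning, miR-192, miR-194 and miR-215, which are abundant in intestinal epithelium, had lower ratios in W4 against S4, and miRNAs linked to inflammation and to leukocytes had higher ratios, with 1 library each and no replicate check. The 6 measured epithelial sequences were 5 forms of miR-192, miR-194 and miR-215, and miR-429. The listed miR-200a, miR-200b, miR-200c, miR-141 and miR-375 had no named sequence. Of these 6, 4 were at least 2-fold lower, with a median log2 ratio of -1.19 at percentile 0.005 of the matched random lists. Members of the random lists are drawn separately, so the percentile does not allow for clustered miRNAs that vary together. Since the paper's tables of the same counts had been read when the lists were fixed, no list percentile at 4 d is independent support. The clusters of miR-192, miR-194 and miR-215 had a median of -1.28, that of miR-194b-3p, at percentile 0.07. Among them were miR-192 at -1.11, which shares reads with miR-215, miR-194b-5p at -1.36 (-1.38 to -1.34) and miR-194a at -0.83. miR-429, another epithelial miRNA, was at 0.25 (0.20 to 0.30), and at -0.59 after TMM scaling. All 8 measured sequences of miRNAs induced in inflammation were at least 2-fold higher, with a median of 1.86 at percentile 100. Among them were miR-146a-5p at 1.82, miR-21 at 1.47 and miR-221-3p at 1.44. Of 6 leukocyte sequences, 5 were at least 2-fold higher, with a median of 1.51 (percentile 99.9). This list shares miR-146a-5p and miR-155-5p with that of inflammation, so the lists are not independent. The proliferation-linked miR-17-92 cluster and its paralogs had 10 of 11 sequences at least 2-fold higher, with a median of 1.33. The miR-29 family, which targets collagens, had a median of 1.42 (percentile 95.6), with miR-29b at 2.27 (1.89 to 2.66). Candidates with large ratios were SSCM_18120 at 2.80, SSC1_6467 at 3.71 with 9 reads in S4 and 100 in W4, SSCX_18135/SSCX_18482 at -2.95 and SSC1_7989 at -3.82 with 100 and 6 reads. SSC1_6467 had 35 reads in S1 and none in W1, S7 and W7. In all, 82 miRNAs were at least 2-fold higher and 7 at least 2-fold lower among 244 considered, and the median log2 ratio was 0.83. This split depends on the scaling, because miR-192, miR-215 and miR-143-3p together took 72.8% of counts in S4 and 53.5% in W4, so the other miRNAs together took a larger share in W4. After TMM scaling the median was -0.01 and the split was 10 higher and 22 lower. It was 11 and 21 with DESeq2 size factors, 11 and 20 with the total without these 3 miRNAs, and 47 and 11 with the clean reads of Table S1. With TMM scaling, 5 of the 6 epithelial sequences were at least 2-fold lower, with a median of -2.03. Of the 8 sequences of inflammation, 4 were at least 2-fold higher, with a median of 1.02. Of the 11 of the miR-17-92 group 0 were, with a median of 0.50. The miR-29 family then had a median of 0.58, with 1 of 3 at least 2-fold higher (3 with the library total). The leukocyte median was then 0.67, with 1 of 6 at least 2-fold higher.

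**Figure D1:**
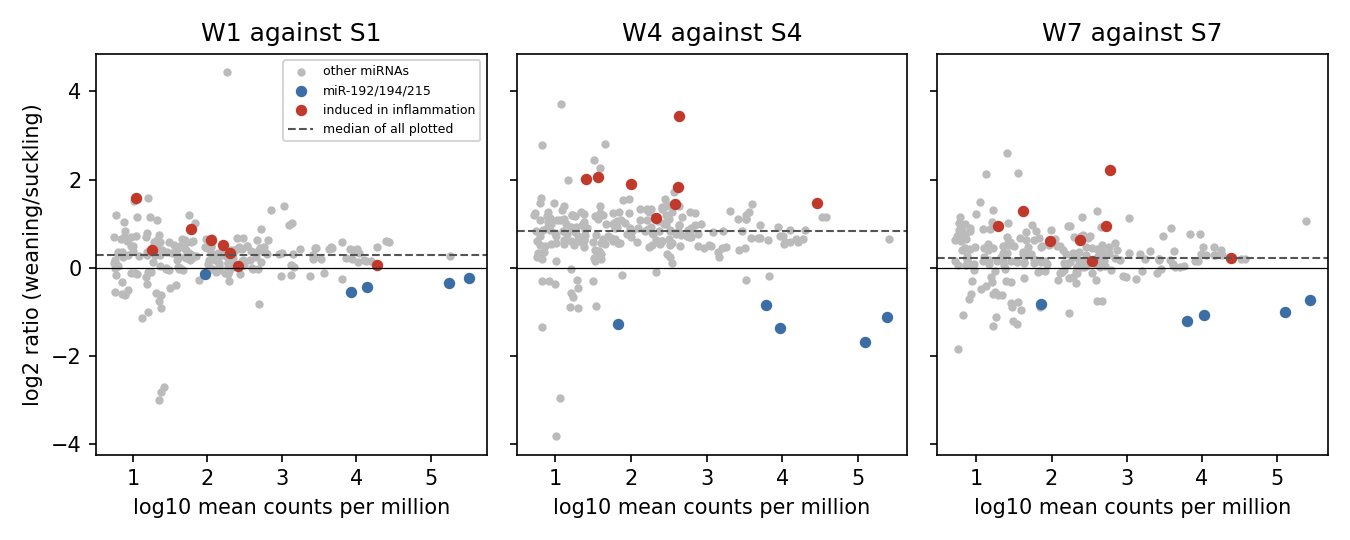
Log2 ratio of each weaning library to the suckling library of the same day (y axis, from CPM) against the log10 mean CPM of both libraries (x axis). Each point is 1 miRNA with at least 50 reads in the pair and reads in both libraries. Blue points are miR-192, miR-194 and miR-215 forms, and red points are miRNAs induced in inflammation. The blue points lie below 0, and TMM scaling lowers every ratio of these pairs, so it could not take them above 0. The dashed line is the median, which lies at 0.83 for W4 against S4.

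**Figure D2:**
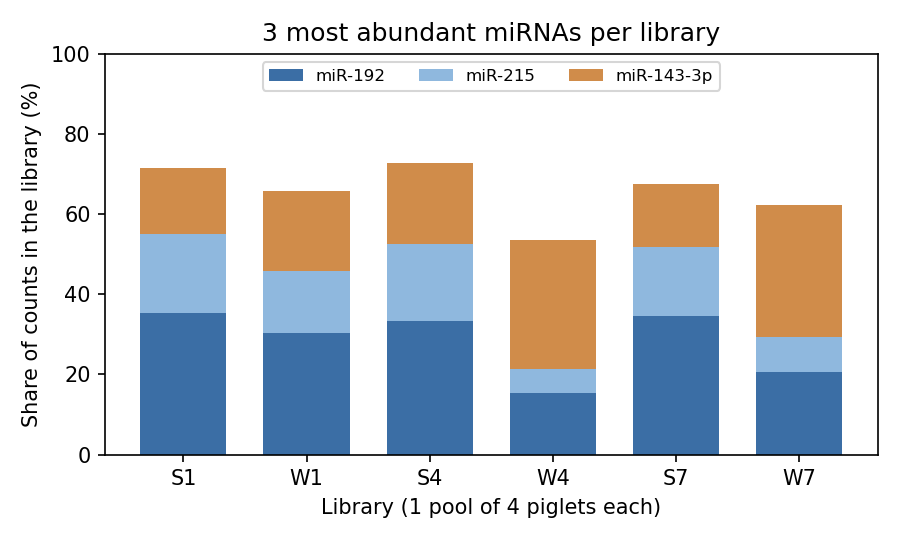
Share of all counts (y axis, percent) taken by miR-192, miR-215 and miR-143-3p in each of the 6 libraries (x axis), stacked. The stack is lowest in W4, where miR-192 and miR-215 took less and miR-143-3p more than in S4. Reads that align to both miR-192 and miR-215 may be counted in both shares.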

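At 7 d after weaning, 5 of 6 epithelial sequences had lower ratios in W7 against S7, and miRNAs of inflammation and smooth muscle had medians above that of all miRNAs. Marker miRNAs of epithelium had a median log2 ratio of -0.90 in W7 against S7 (percentile 0.02 of the matched random lists), with miR-194a at -1.21 (-1.24 to -1.19) and miR-429 at 0.31 (0.04 with TMM scaling). Of these 6, 2 were at least 2-fold lower, and 5 were with TMM scaling. The cluster of miR-424, miR-450, miR-503 and miR-542 had a median of -0.95 (percentile 0.105), with miR-450c-5p at -1.26 (-1.62 to -0.91) and miR-450a at -1.19 (-1.58 to -0.82). Marker miRNAs of red blood cells had a median of -0.61 (percentile 1.07). The list of inflammation had a median of 0.78 (percentile 99.8), and 2 of its 8 sequences were at least 2-fold higher. Smooth muscle miRNAs had a median of 0.71 (percentile 98.3), and 0.43 with TMM scaling, among them miR-143-3p at 1.06. In W7 against the 3 suckling libraries together, edgeR called 0 of these 7, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 called 0. With the library total it called 1 (2 higher when adjusted over the list alone). Other large ratios were those of SSC6_13802 at 2.16, SSC9_17641 at 2.61, SSC13_1737 at 2.12, SSC18_5778/SSC18_5981 at 1.48, miR-874 at -1.32 and miR-374b-5p at -1.12. In all, 16 miRNAs were at least 2-fold higher and 9 at least 2-fold lower among 237. The median log2 ratio was 0.21. With TMM scaling it was -0.06, and the split was 8 higher and 19 lower. It was 8 and 19 with DESeq2 size factors, 9 and 15 with the total without the 3 most abundant miRNAs, and 11 and 13 with the clean reads.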

Finally, there were 22 differentially expressed miRNAs between W7 and S7; 15 upregulated miRNAs and 7 downregulated miRNAs in the weaning group. However, no differentially expressed miRNAs were found to overlap across the three time points. 

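At a fold of 2 in either direction, 14 miRNAs differed on more than 1 day. Of these, 9 were higher on each of their days, 3 were lower and 2 went both ways. SSC6_13802, SSC13_1737 and SSCM_18120, all candidates, were at least 2-fold higher on all 3 days. miR-132 and miR-146b, both linked to inflammation, were higher at 4 and 7 d, and miR-150 and miR-221-5p at 1 and 4 d. Among known miRNAs, miR-194b-5p was lower at 4 and 7 d. The 2 that went both ways were miR-374b-5p and SSC18_5778/SSC18_5981. With TMM scaling, 20 miRNAs differed on more than 1 day, of which 13 were lower on each. SSC6_13802 and SSCM_18120 were then still at least 2-fold higher on all 3 days, and SSC13_1737 at 4 and 7 d.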

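The log2 ratio of miR-155-5p, a miRNA of activated leukocytes, was 0.88 (0.62 to 1.14) at 1 d and 1.89 (1.68 to 2.11) at 4 d. For miR-150, abundant in lymphocytes, it was 1.01 (0.76 to 1.26) and 1.25 (1.04 to 1.45), and for miR-204 it was 1.19 (0.91 to 1.47) and 0.92 (0.68 to 1.16). miR-132 had log2 ratios of 2.07 (1.69 to 2.46) at 4 d and 1.29 (0.98 to 1.60) at 7 d. miR-212, from the same cluster, had 2.02 (0.76 to 3.47) and 1.20 (0.02 to 2.47), at 0.668 to 5.33 CPM in the 6 libraries. miR-218-5p had 1.07 (0.83 to 1.31) and 0.48 (0.22 to 0.75). At 7 d the values were 0.60 for miR-155-5p, 0.86 for miR-150 and 0.67 for miR-204. At 1 d they were 0.41 for miR-132, 1.69 (-0.27 to 4.19) for miR-212 and 0.19 for miR-218-5p, the last of which was -0.14 after TMM scaling. After TMM scaling the values at 4 d were 1.06 for miR-155-5p, 0.41 for miR-150, 0.08 for miR-204, 1.23 for miR-132, 1.18 for miR-212 and 0.23 for miR-218-5p.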

Only 3 miRNAs (miR-155, miR-150-1 and miR-204) at W1 and W4, and 4 miRNAs (miR-132, miR-146b, miR-212 and miR-218-2) at W4 and W7 were consistently upregulated across two of three time points. This may be concerned with miRNA sequential-specific expression and/or be affected by different physiological response. 

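Over the 3 days together, weaning and suckling libraries were compared as 3 against 3. SSC6_13802 had 12.3 ± 2.37 TMM-scaled CPM (SD, n = 3 libraries) in the suckling group and 38.4 ± 14.8 (SD, n = 3) in the weaning group, a log2 fold change of 1.64 (standard error 0.33, adjusted p = 0.119 from edgeR's quasi-likelihood test). SSC18_6061 went the other way, with a log2 fold change of -1.18 (standard error 0.22, adjusted p = 0.119 from the same test). The lists were fixed before the deposited files were examined, but after the paper's tables, which hold the same counts, had been read, so they are not independent of these data. Of 6 epithelial sequences edgeR called 0 over all miRNAs tested, 5 were lower when adjusted over the list alone (4 with the library total), and DESeq2 called 4 lower. Of 3 erythroid sequences edgeR called 0, and 3 were lower when adjusted over the list alone. With the library total 0 of these 3 were, with log2 fold changes of 0.06 for miR-486, -0.06 for miR-451 and -0.25 for miR-144. DESeq2 called 0 of these 3. Of 9 sequences of inflammation and 6 of leukocytes, edgeR called 0, also when adjusted over each list alone, and DESeq2 called 0. With the library total edgeR called 0 of them, and 7 of the 9 and 2 of the 6 were higher over each list alone. Of 290 miRNAs tested with TMM scaling, edgeR called 0 at an adjusted p under 0.05 and 44 had an unadjusted p under 0.05. The Wald test of DESeq2 called 14, of which 3 were higher and 11 lower. SSC6_13802 was called by it (adjusted p = 0.000684), as was SSC18_6061 (adjusted p = 0.000958), and the lower ones included miR-192, miR-215, miR-194a and miR-194b-5p. The libraries of a group differ in age and in time after weaning, so the spread holds both. Without W1, edgeR called 12 miRNAs, 3 higher and 9 lower, and without S7 it called 1.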

Anyway, our results revealed that weaning significantly affected miRNAs expression levels in the small intestine. Furthermore, the effects varied with the number of days after weaning. 

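Each weaning library was also set against the 3 suckling libraries with the spread of the latter. In W4 all 5 sequences of miR-192, miR-194 and miR-215 fell, of which miR-192 and miR-215 share reads. Their log2 fold changes ran from -2.41 for miR-215 (standard error 0.21, adjusted p = 0.00602 from edgeR's quasi-likelihood test) to -1.76 for miR-194a (standard error 0.19, adjusted p = 0.0116 from the same test). miR-182 fell too, with -1.08 (standard error 0.12, adjusted p = 0.0117 from the same test, and 0.117 with the library total). SSCM_18120 rose by 2.41 (standard error 0.38, adjusted p = 0.0446 from the same test, and 0.0530 without S7). In all, 2 miRNAs rose and 6 fell in W4 among 290 tested. In W7, 1 rose and 4 fell, with miR-192 at -1.13 (standard error 0.13, adjusted p = 0.0264). In W1 edgeR called 0, with 16 at an unadjusted p under 0.05, and DESeq2 also called 0 (13 at an unadjusted p under 0.05). Among epithelial sequences, 5 of 6 were lower in W4 (6 when adjusted over the list alone) and 4 of 6 in W7 (5 when adjusted over the list alone). For miRNAs of inflammation, edgeR called 0 of 9 in W4, 0 adjusted over the list alone, with 6 higher at an unadjusted p under 0.05, and DESeq2 called 1. For leukocytes edgeR called 0 of 6 in W4, 0 adjusted over the list alone, with 1 higher at an unadjusted p under 0.05, and DESeq2 called 0. In W7 edgeR called 0 of the 9 (2 higher when adjusted over the list alone, 5 at an unadjusted p under 0.05) and DESeq2 called 3. With the library total edgeR called 9 of 9 sequences of inflammation and 5 of 6 of leukocytes higher in W4, and 2 and 0 in W7. The lone weaning library is assumed to vary like the suckling ones. Without S4, 0 were called in W4 and 0 in W7 (miR-215 in W4 then had a log2 fold change of -2.31, standard error 0.23, adjusted p = 0.132), and with DESeq2 size factors 0 rose and 6 fell in W4. With the library total in place of TMM, 152 passed in W4, of which 5 were lower.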

The largest difference in miRNA expression levels were obtained between W4 and S4. Therefore, subsequent analyses focused on W4 and S4. In addition, miR-215 and miR-146b out of all differentially expressed miRNAs were particularly interested, because the former had the abundant expression levels in all libraries and was one of several miRNAs that had a downregulated trend in the weaning groups, and the latter had the largest differences in expression levels between two pairs of W4 and S4, W7 and S7.

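miR-215 was among the most abundant miRNAs of every library and took a smaller share of counts in each weaning library than in its control. Its share was 19.9% in S1 and 15.6% in W1, 19.1% in S4 and 5.95% in W4, and 17.3% in S7 and 8.70% in W7. The log2 ratio was -0.35 at 1 d, -1.68 at 4 d and -0.99 at 7 d. miR-146b, a feedback inhibitor of innate immune signaling, was 73.0 CPM in S4 and 790 in W4, a log2 ratio of 3.44 (3.28 to 3.59). It was 213 in S7 and 987 in W7, a log2 ratio of 2.21 (2.12 to 2.31), and 88.4 in S1 and 137 in W1. With TMM scaling its log2 ratio at 4 d was 2.60. The suckling libraries alone ran from 73.0 to 213 CPM, and S4 was the lowest, so the size of the ratio at 4 d depends on the control library. Over the 3 days together, edgeR with TMM scaling called 0 of the 9 sequences of inflammation, miR-146b among them. Table S10 places miR-146b on chromosome 14 from 118471587 to 118471686 in the assembly that the paper used. Reads of miR-215 also aligned to miR-192, which limits the separation of this pair.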

**Figure 2:**
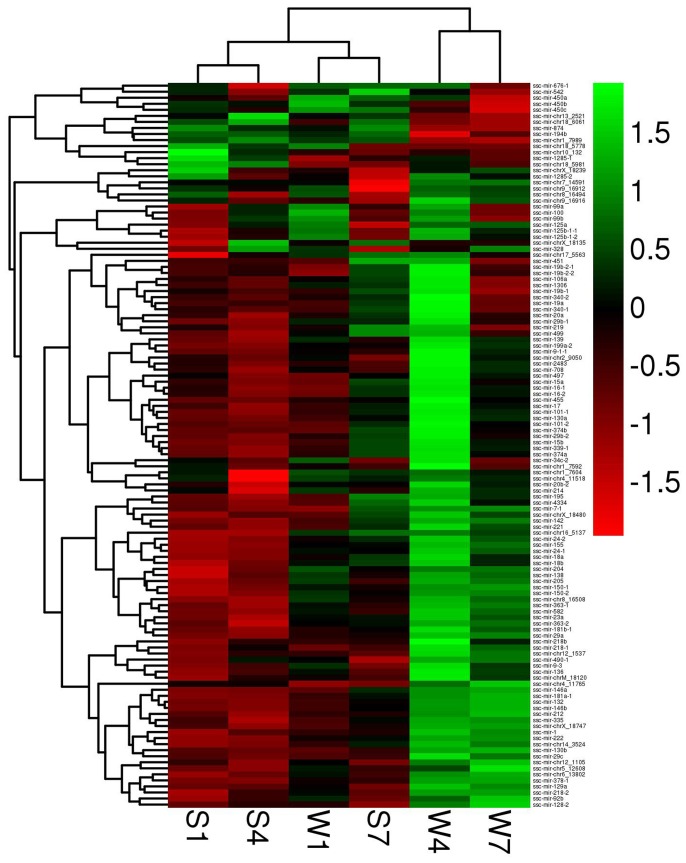
Heatmap of differentially expressed miRNAs in weaning and control groups. W1, W4 and W7, the samples from piglets on days1, 4 and 7 after weaning, respectively. S1, S4 and S7, the samples from suckling piglets on the same days on which the weaning samples were collected. Color levels were normalized row scales and the values of scale were the log10(FPKM+1) values transformed by the FPKMs of miRNAs. Green indicates upregulated expression, and red indicates downregulated expression compared to a reference expression level.

### Validation of High-throughput Sequencing Results by Real-time Quantitative PCR

To validate the Solexa high-throughput sequencing results, 15 known miRNAs and 4 novel miRNA candidate precursors were randomly selected from W4 and S4 to quantify their relative expression levels. The miRNA primers are shown in Table S11. The expression levels of miRNAs obtained from sequencing and from real-time quantitative polymerase chain reaction (RT-qPCR) were compared (Figure 3). 

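For the known miRNAs of Figure 3, log2 ratios of W4 to S4 were taken from the sequencing counts, and the RT-qPCR values were not analysed here. miR-7 was at 1.73 (1.62 to 1.84), miR-9 at 1.27 (1.04 to 1.52), miR-222 at 1.12 (0.99 to 1.26) and miR-455-5p at 1.02 (0.81 to 1.24). Lower ratios were found for let-7e at 0.68, miR-425-5p at 0.64, miR-185 at 0.63, miR-190a at 0.57, miR-92b-3p at 0.56 and miR-100 at 0.50. TMM scaling lowers every ratio of this pair by the same amount, which takes these 6 below 0 and sets them apart from the others by size alone. miR-219 was too low for a direction, with 7 reads in S4 and 11 in W4 and a log2 ratio of 0.89 whose counting interval reaches down to -0.61.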

Almost all miRNA expression levels were consistent between the two methods. The expression levels of ssc-miR-215 were significantly different between W4 and S4 (p<0.05) based on the RT-qPCR results. On the other hand, the sequencing results revealed no significant differences (q >0.05) in the expression levels of ss-miR-215 between the two groups. However, the corrected q-value obtained by the sequencing results was 0.055, which was close to q <0.05. 

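miR-215 had 1014175 counts in S4 and 267914 in W4, and its share of counts was lower in W4 by more than counting error, with an interval of -1.69 to -1.68 for the log2 ratio. W4 and S4 are 1 library each, so these counts have no replicate check and no p-value was computed between them. Part of the reads of miR-215 also aligned to miR-192.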

Differences in the results were probably attributable to biological differences in the samples. 

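SSC6_13802, on chromosome 6 from 255402 to 255460 in the paper's Table S10, had 54 reads in S4 and 250 in W4, a log2 ratio of 2.45 (2.02 to 2.90). SSC7_14583/SSC7_14591, a sequence at 2 precursors of which SSC7_14591 lies on chromosome 7 from 22736401 to 22736468, had 5 and 26 reads, a log2 ratio of 2.62 (1.21 to 4.35). SSC9_16912/SSC9_16916, of which SSC9_16912 lies on chromosome 9 from 38210612 to 38210671, had 9 and 53 reads, a log2 ratio of 2.80 (1.76 to 4.00). SSC18_6061, on chromosome 18 from 17171995 to 17172060 in the same table, had 234 and 109 reads, a log2 ratio of -0.86 (-1.21 to -0.53). After TMM scaling the log2 ratios were 1.61, 1.78, 1.96 and -1.70.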

We validated the different expression levels of four novel miRNA candidate precursors by RT-qPCR.

**Figure 3:**
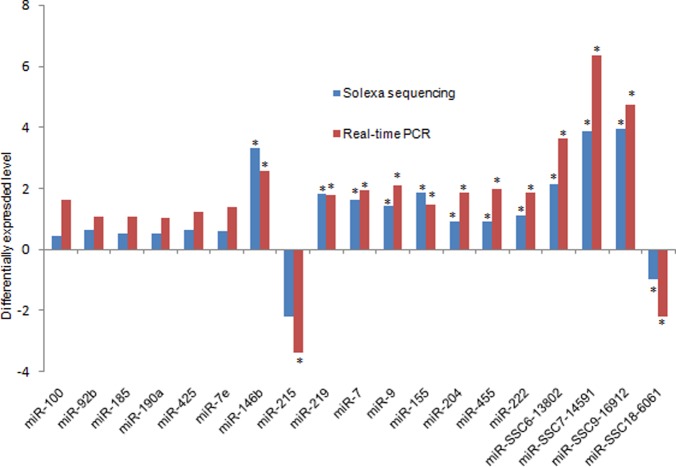
Validation of sequencing results by real-time quantitative PCR. Four biological replicates were used, and U6 snRNA was used as an internal control. The y-axis is the fold-change between W4 and S4 samples (fold quantity values for real-time PCR; Log (W4/S4, 2) for Solexa sequencing). Means with the star on the column differ significantly (P<0.05). W4, the samples from piglets on days 4 after weaning. S4, the samples from suckling piglets on the same days on which W4 samples were collected.

### Gene Target Prediction and Functional Annotation

The potential target genes of differentially expressed miRNAs in W4 and S4 were predicted using the Targetscans software [36]. In total, 11,572 miRNA-mRNA interaction sites corresponding to 3,979 target genes were predicted for the 98 differentially expressed miRNAs in W4 and S4, in which 3,785 genes were predicted for the 92 upregulated miRNAs and 974 genes for the 6 downregulated miRNAs, only 194 genes were not overlapped for those of downregulated miRNAs (Table S12 and Table S13). Our results shared the same conclusion of Lian et al [37] that showed most of miRNA species regulated scores of target genes; similarly over half of target genes were regulated by more than one miRNA.

We also analyzed the functions of differentially expressed miRNAs by performing Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotations of the predicted miRNA targets using the GOEAST and DAVID gene annotation tool, respectively. The pathway enrichment lists were shown in Table S14 and Table S15.

## Discussion

In our study, the number of differentially expressional miRNAs in small intestine was very significantly increased at 4 d than at 1 d and 7 d after weaning, suggesting that the stressful injuries to the small intestine took place as soon as weaning, and this disadvantages were deteriorating at 4 d after weaning and gradually alleviating at 7 d after weaning. 

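The number of miRNAs at least 2-fold different with the library total was 20 at 1 d, 89 at 4 d and 25 at 7 d. Between suckling libraries of different ages it was 8 for S1 and S4, 11 for S1 and S7 and 11 for S4 and S7. After TMM scaling the numbers were 14, 32 and 27 for the days after weaning, and 13 at most between suckling libraries. These numbers depend on the suckling library used. With TMM scaling, W4 gave fewer against S1 or S7 than against S4. With the library total, W7 gave more against S1 or S4 than against S7. Each day after weaning is 1 pair of libraries, so the difference between days has no replicate check. From the larger number of differing miRNAs at 4 d, the paper proposes that injury of the small intestine began at weaning, worsened by 4 d and eased by 7 d.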

Our results were consistent with those of previous studies, which reported the most severe damage to porcine intestinal morphology was observed in 2–5 d after weaning [10], [38]. Similar to our results, stress trials have reported intestinal miRNA expression. Infections with *Eimeria papillata* parasites induced miRNA expression in mouse jejunum; four miRNAs (miR-1959, miR-203, miR-21 and miR-M23-1-5p) were upregulated [39]. Researchers, who assessed the effects of garlic on miRNA expression levels in mice, reported that garlic downregulated miR-1959, miR-203 and miR-21 and upregulated 11 miRNAs [40]. In rats suffering from heat stress, 18 miRNAs were upregulated and 11 were downregulated [41]. Microbial colonization affected microRNA expression levels in mouse ileum and colon [42], [43].

In this study, miR-146b out of all miRNAs differentially expressed had the largest range at 4 d after weaning and had a sustaining difference at 7 d after weaning; miR-215 out of all miRNAs detected in all libraries showed the abundant expression level and was one of several downregulated expression miRNAs in the weaning groups. It is suggested that their functions are very important in swine intestine. miR-146b was significantly upregulated during stages I, II and III of papillary thyroid carcinoma [44]. Increasing evidence has revealed that the miR-146 family (miR-146a and miR-146b) mediates IRAK1 (interleukin 1 receptor-associated kinase) and TGF-β (transforming growth factor-β) signaling pathways through negative feedback regulation during intestinal epithelial cell differentiation and in the mucosal immune system [45], [46]. In accordance with our results, miR-215 was highly expressed in the posterior segment of the jejunum of 31-d-old piglets [24]. However, the expression of miR-215 was found to be upregulated in the duodenum of E.coli F18-sensitive pigs [47]. The opposite results were possibly attributed to differences in stress response. Furthermore, miR-215 is thought to be involved in the pathogenesis of colon cancer as a tumor suppressor and/or candidate prognostic gene [48], [49].

In our study, other 6 miRNAs (miR-155, miR-150-1, miR-204, miR-132, miR-212 and miR-218-2) were consistently upregulated across two of three weaning times. However, few reports were available in pigs, more studies focused on these miRNAs in humans. miR-155 was earlier found to play critical roles in various physiological and pathological processes such as immunity, inflammation, cancer, cardiovascular disease and haematopoietic lineage differentiation, and involved in viral infections [50]. The mechanisms of miR-155 on host inflammation and immunity were demonstrated to be associated with regulating the TLR3/TLR4 (toll-like receptors) pathways and responsiveness to interferon [51], [52]. The overexpression of miR-150 promoted the proliferation and growth of gastric cancer cells by directly regulating the pro-apoptotic gene EGR2 (early growth response 2) and of lung cancer cells by targeting P53 [53], [54]. miR-204 could maintain epithelial barrier function and cell physiology by directly targeting TGF-β receptor 2 [55]. miR-132 and miR-212 belong to the same cluster and show considerable overlap in predicted target genes. Expression of the two miRNAs has a critical role in the proper development, maturation and function of neurons. And their abnormal expression is associated with neurological disorders, inflammation and immue regulation [56]. miR-218 was considered as one of tumor suppressive miRNAs, and involved in modulation of the nuclear factor-kappa B (NF-κB) signaling pathway by directly targeting the IKK-β (IκBs kinase) gene and in activation of the mTOR (mammalian target of rapamycin)-Akt signaling pathway targeting the mTOR component Rictor [57], [58].

The GO analysis of the differentially expressed miRNAs illustrated that a high enrichment of GOs was involved in membrane-bounded organelle, single-organism cellular process, ion-binding, organic substance metabolic process and primary metabolic process, etc. Interestingly, GOs of response to stress, immune response, and antigen processing and presentation were also significantly enriched. The KEGG pathway analysis described that 21 pathways, which included cytokine-cytokine receptor interaction, cell adhesion molecules (CAMs), chemokine signaling pathway, hematopoietic cell lineage, viral myocarditis, PPAR signaling pathway, antigen processing and presentation and T cell receptor signaling pathway, and so on, were over-represented. The results revealed that almost all enriched pathways were involved in metabolisms, immune functions and stress responses.

In summary, our results enriched the known miRNA species and predicted the high number of novel candidate miRNAs in porcine intestinal tissue. Our study showed a distinctive miRNA expression profile in the small intestine of weaning piglets and suckling piglets, and the number of differentially expressional miRNAs was affected by days after weaning. The GO terms and KEGG pathway annotations of the predicted miRNA target genes further described the potential functions of the differentially expressed miRNAs during weaning stress.

## Materials and Methods

### Animals

Animal studies were conducted in accordance with the principles and guidelines of the Zhejiang Farm Animal Welfare Council of China and approved by the ethics committee of Zhejiang Academy of Agricultural Sciences. In this experiment, four newborn litters of crossbred piglets (DYL, originating from mating Duroc boars with Yorkshire-Landrace sows) and their respective sows were housed separately in pens with farrowing crates. The DYL pig has been widely used in modern swine industry, but it is prone to suffering from the adverse effects of weaning stress. The piglets had *ad libitum* access to water and ground pre-starter feed. A total of 24 piglets (six per litter; body weight, 7.15±0.17 kg each) were removed from the four litters at 25 d of age. In this experiment, 12 piglets (3 per litter) were randomly selected and assigned to the weaning group at 25 d; they had *ad libitum* access to water and commercial pig diet. The remaining 12 piglets, which were assigned to the control group, were allowed to continue suckling with their sows.

### Sample Preparation

In this experiment, four piglets (one per litter) from the weaning group at 1, 4 and 7 d after weaning (libraries W1, W4, and W7, respectively) were sedated with xylazine and ketamine and euthanized with an overdose of pentobarbital administered via an ear vein. Similarly, four piglets from the control group at 26, 29 and 32 d of age (libraries S1, S4, and S7, respectively) were sedated and euthanized. The abdominal cavity of the piglets was opened, and intestinal samples were removed from the jejunum as described by Scholven et al. [59]. All intestinal samples were frozen in liquid nitrogen and stored at −80°C.

### Total RNA Isolation from Intestinal Samples

To obtain representative measurements from the 2-cm jejunal samples, three cross-sections of approximately 2 mm were pooled and lysed using PRO 200 Post-Mounted Laboratory Homogenizer (PRO Scientific, Oxford, USA). Total RNA was extracted using an E.Z.N.A. HP Total RNA kit (Omega Bio-Tek, Norcross, USA). Total RNA concentration was determined in a NanoDrop1000 spectrophotometer (Thermo Fisher Scientific, Wilmington, USA). RNA quality was assessed by electrophoresis on a formaldehyde-containing, ethidium bromide-stained 1% (w/v) agarose gel. The 28S/18rRNA ratio was quantified.

### Small RNA Library and Solexa High-throughput Sequencing

For small RNA library construction, 4 jejunal total RNA samples isolated from each treatment and control were separately pooled with equal contribution. The total RNA isolated from the weaning and control groups generated six small RNA libraries: W1, W4, W7, S1, S4 and S7. Solexa high-throughput sequencing was performed; 10 µg of total RNA was size-fractionated with Novex 15% TBE-Urea gel (Invitrogen, Karlsruhe, Germany), and RNA fragments (15–32 nt) were isolated. The purified RNA fragments were ligated with 5′ adapter (Illumina, CA, USA) and 3′ adapter (Illumina) using T4 RNA ligase (Ambion, Austin, TX, USA). Subsequently, the RNA fragments with the adapters at both ends were reverse-transcribed to single-stranded cDNA using Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). The resulting cDNA was subjected to 15 PCR cycles using small RNA primer sets (Illumina). The amplification products were quantified in an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and sequenced in a HiSeq2000 sequencing system (Ilumina) at Genergy Biotech Co. Ltd. (Genergy, Shanghai, China).

### Processing of High-throughput Sequencing Data

Raw data were processed into clean data using Illumina’s Genome Analyzer Pipeline software, by removing all low-quality data, clipping 3′ adapters and 5′ adapters, discarding poly A/T containing sequences and fragments <15 nt and >32 nt. The remaining 15–32 nt clean data were used for the following analysis. All clean data were used to search the ncRNA to remove non-miRNAs (rRNA, snoRNA, snRNA,HACA-box, CD-box, Ribozyme, CRISRP, thermoregulator, IRES, scaRNA) with the Rfam10.1 and NCBI GenBank databases.

### Known and Novel miRNA Candidate Precursors

The clean data were mapped to the *Sus scrofa* draft genome assembly (SGSC Sscrofa 9.2, NCBI project 10718, GCA_000003025.2) with no mismatches using the Bowtie program. Unique sequences were aligned with swine miRNA sequences from miRBase 19.0 to identify known swine miRNAs [60]. Novel miRNA candidate precursors were identified using the miRDeep method [61]; the secondary structure stability of miRNAs was predicted using RNAfold algorithms [62]. Briefly, known and novel miRNA candidate precursors were determined by discarding reads that mapped to rRNAs, tRNAs, snoRNA and scRNA, using sequence reads to excise potential miRNA precursors from the genome, discarding unlikely miRNA precursors and using miRDeep core algorithms to calculate probabilistic scoring of structure and signature.

### Analysis of Differentially Expressed miRNAs

Expression levels of miRNAs were quantified by FPKM values using the Cufflink software [63]. Differences in miRNA expression levels between the weaning and control groups were assessed by the normalization method. Analyses were performed using two-tailed Student’s t-test; significant differences were set at q <0.05 (q-value is the adjusted p-value of the test statistic).

### RT-qPCR

RT-qPCR of separate RNA samples used for sequencing was performed. The stem-loop RT-qPCR method was developed by Chen et al. [64] and used by other researchers [65], [37]. ReverTra Ace reverse transcriptase (Toyobo Co., Osaka, Japan) and miRNA-specific stem-loop RT primers were used to synthesize cDNA. The primer sets of U6 SnRNA, ssc-miR-9-1 and URP have been described elsewhere [37]. Reaction mixtures were incubated at 65°C for 5 min, 37°C for 15 min and 98°C for 5 min to inactivate reverse transcriptase. RT-qPCR was performed using SYBR Green Real-time PCR Master Mix (Toyobo, QPK-201) and ABI StepOne Plus real-time PCR system (Applied Biosystems, Singapore). Swine U6 snRNA was used as an internal control; all reactions were run in triplicate. Relative quantification was calculated using the 2^−ΔΔCt^ formula [66].

RT-qPCR data were analyzed by Student’s t-test, using the SPSS version 17.0 statistical software. The results were expressed as mean ± SE. Statistical significance was set at p<0.05.

### Gene Target Prediction and Functional Annotation

In this experiment, the TargetScans software was used to scan targets for all differentially expressed miRNAs between the weaning and control groups; the method has been described in detail by Lewis et al [36]. The thresholds for candidate target sites were an exact match to positions 2–8 of the mature miRNA, or to positions 2–7 of the mature miRNA with a downstream ‘A’ across from position 1 of the miRNA or to positions 2–8 of the mature miRNA with a downstream ‘A’ across from position 1 of the miRNA. Gene 3′UTR sequences from swine genomic data were obtained from the Ensembl database. GO terms were enriched by the GOEAST software, and GO functional enrichment of differentially expressed miRNAs was categorized using level 2 biological processes (q-value is the adjusted p-value of the test statistic) [67]. KEGG pathway annotations were performed using the DAVID gene annotation tool, significance was set at q<0.05 (q-value is the adjusted p-value of the test statistic).

The raw data and processed files for the six libraries in this publication have been deposited in NCBI Gene Expression Omnibus database and are accessible through GEO Series accession number GSE 50500.

## Supporting Information

Figure S1 **The length distribution of small RNA in the libraries.**
(TIF)

Figure S2 **Pie chart for total reads matched to Rfam database.**
(TIF)

Figure S3 **Pie chart for unique reads matched to Rfam database.**
(TIF)

Table S1 **Reads obtained from Solexa high-throughput sequencing of small RNA fragments.**
(DOC)

Table S2 **Read counts mapped to** ***Sus scrofa*** **genome and located on chromosomes.**
(XLS)

Table S3 **Sequences matched to the** ***Sus scrofa*** **genome.**
(XLS)

Table S4 **Clean reads and clean unique reads matched to miRbase.**
(DOC)

Table S5 **MiRNA precursors identified in the libraries.**
(XLS)

Table S6 **Mature miRNAs identified in the libraries.**
(XLS)

Table S7 **Distribution of read counts and species of known miRNAs identified in each library.**
(XLS)

Table S8 **Mature miRNAs derived from the 5 p arm and 3 p arm of the same pre-miRNAs in the libraries.**
(XLS)

Table S9 **Read counts and species of novel miRNA candidate precursors identified in the libraries.**
(XLS)

Table S10 **Differentially expressed miRNAs in weaning and control groups.**
(XLS)

Table S11 **Primer sequences used in real-time quantitative polymerase chain reaction (RT-qPCR).**
(XLS)

Table S12 **Predicted target genes for upregulated miRNAs in W4.**
(XLS)

Table S13 **Predicted target genes for downregulated miRNAs in W4.**
(XLS)

Table S14 **Gene Ontology (GO) functional enrichment for potential miRNA targets.**
(XLS)

Table S15 **Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotations for potential miRNA targets.**
(XLS)

# Supplementary material for: MicroRNA Transcriptome in Swine Small Intestine during Weaning Stress
**Source:** PLoS One. 2013 Nov 18;8(11):e79343. doi: 10.1371/journal.pone.0079343
**Supplement:** Table S1 — Reads obtained from Solexa high-throughput sequencing of small RNA fragments.

**TableS1 The reads after solexa high-throughput sequencing of the small RNA fraction in six libraries.**

|  | Weaned treatment | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| W1 | S1 | W4 | S4 | W7 | S7 |
| Total reads | 5,273,249 | 5,021,654 | 6,409,389 | 5,916,236 | 5,531,307 | 6,031,126 |
| Reads trimmed 5’ adaptor | 198,569 | 152,459 | 449 | 266 | 316 | 193 |
| Reads trimmed 3’ adaptor | 3,858 | 3,552 | 3,370 | 4,393 | 2,611 | 3,076 |
| Reads trimmed low quality | 14,574 | 14,756 | 17,354 | 17,812 | 15,228 | 17,061 |
| Reads trimmed PolyA/T | 38 | 16 | 188 | 34 | 22 | 39 |
| Reads trimmed length  (<15nt or >32nt) | 609,698 | 650,256 | 1,623,028 | 997,606 | 1,017,461 | 1,069,240 |
| Clean reads | 4,446,512 | 4,200,615 | 4,765,000 | 4,896,125 | 4,495,669 | 4,941,517 |

W1,W4 and W7, the samples from piglets on days1,4 and 7 after weaning, respectively. S1,S4 and S7, the samples from suckling piglets on the same days on which the weaning samples were collected.

# Supplementary material for: MicroRNA Transcriptome in Swine Small Intestine during Weaning Stress
**Source:** PLoS One. 2013 Nov 18;8(11):e79343. doi: 10.1371/journal.pone.0079343
**Supplement:** Table S4 — Clean reads and clean unique reads matched to miRbase.

**Table S2 The clean reads and clean unique reads matched to miRbase in six libraries.**

|  | Treatment | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| W1 | S1 | W4 | S4 | W7 | S7 |
| Clean reads | 4,446,512 | 4,200,615 | 4,765,000 | 4,896,125 | 4,495,669 | 4,941,517 |
| Clean unique reads(hairpin) | 229,502 | 242,096 | 346,689 | 230,475 | 261,697 | 217,621 |
| Clean unique reads(mature) | 242,074 | 229,468 | 346,655 | 230,450 | 217,597 | 251,414 |
| Aligned reads(hairpin) | 3,409,847 | 3,180,950 | 3,529,620 | 3,816,407 | 3,834,504 | 3,481,565 |
| Aligned unique reads(hairpin) | 18,009 | 16,746 | 19,781 | 17,532 | 18,055 | 18,531 |
| Aligned reads(mature) | 3,206,994 | 3,005,674 | 3,323,403 | 3,607,372 | 3,284,848 | 319,285 |
| Aligned unique reads(mature) | 10,563 | 9,825 | 11,146 | 10,138 | 10,252 | 10,719 |

W1,W4 and W7, the samples from piglets on days1,4 and 7 after weaning, respectively. S1,S4 and S7, the samples from suckling piglets on the same days on which the weaning samples were collected.

How the deposited data were processed for this re-analysis (not part of the article)

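Total RNA of jejunum from weaned and suckling piglets was pooled by the authors, 4 piglets per library, and small RNA was sequenced in 6 libraries (W1, W4, W7, S1, S4 and S7). The authors cleaned the reads, aligned them without mismatches with Bowtie (version 0.12.2 in the submitters' processing notes), compared them with miRBase and Rfam and predicted candidates with miRDeep. The values deposited by the authors are raw read counts, 1 row per mature miRNA or candidate and library. How the deposited count tables were made from the alignments is not given in the sources used here. The paper used FPKM from Cufflinks and a Student's t-test with a q threshold, which were not repeated here.

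The count tables give sequences without names. A sequence took a candidate's name when it was identical to a sequence of Table S9, and a known miRNA's name when its counts in all 6 libraries, with at least 20 reads in all, equalled a row of Table S7. All 3044 rows of the tables had their count in one of these tables. Names were checked against aligned reads in the shortened copies of Tables S5 and S6. Of 160 names with aligned reads, 137 shared at least 15 nt with them and 23 did not, most of them the less abundant arm of a precursor. Where the same sequence was on several rows (54 sequences), the highest count in a library was used once. Some rows looked mislabelled: miR-24-1-3p and miR-24-2-3p have nearly equal counts on different sequences, so miR-24 may be counted more than once and no value of it alone is given, and the counts of both arms of miR-133a and of miR-2320 stand on the same sequence. Reads of miR-192 and miR-215 overlap, since 794668 of 897045 miR-215 reads in the rows of Table S6 used here also aligned to miR-192.

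CPM used the library total over 1 row per sequence. TMM scaling from edgeR, size factors from DESeq2, the clean reads of Table S1 and the total without miR-192, miR-215 and miR-143-3p were the other scalings. A miRNA was considered when its pair of libraries held at least 50 reads, and counted as different at a fold of at least 2. No p-value was computed for W1 and S1, W4 and S4 or W7 and S7. W1, W4 and W7 were compared with each other, after the data were seen, in the edgeR fit that takes its spread from S1, S4 and S7. Each of them is 1 library, so that fit does not test a difference between times after weaning, and none of its p-values is given. Exact conditional binomial intervals of 95% cover counting error only. The rule for named miRNAs, fixed before the deposited files were examined but after Tables S7, S9 and S10 had been read, took the 5 highest and 5 lowest ratios of each day among those with at least 100 reads, the 5 most abundant, every miRNA the paper names, and members of the fixed lists as examples. The lists and the alternatives were fixed at the same time, so none of them is independent of the counts in those tables. The fixed lists were 22 in number: markers of epithelium, leukocytes, erythroid cells, smooth muscle, endothelium, mesenchyme, neurons and liver, miRNAs induced in inflammation, and clusters and families (miR-192 with miR-194 and miR-215, miR-17-92, miR-99 with miR-100 and miR-125, let-7, miR-29, miR-15/16, miR-424 with miR-450, miR-503 and miR-542, miR-10, miR-30, miR-23/24/27, miR-181, DLK1-DIO3, and miR-182 with miR-183). The percentile of a list's median comes from 10000 random lists, each member replaced by 1 of the 40 miRNAs nearest in mean expression.

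Groups of libraries were compared with edgeR's quasi-likelihood test (version 4.0.16, TMM, R 4.3.3) among 290 miRNAs with at least 10 reads in at least 3 libraries, with Benjamini-Hochberg adjustment, and with DESeq2 (version 1.42.0). Ratios and lists were computed in Python 3.11.15. Weaning libraries W1, W4 and W7 were compared with the suckling libraries together and one at a time. The libraries of a day share the day, and all piglets came from the same litters according to the paper, so the day was tried as a block. The correlation of same-day deviations was 0.0659 for day 1, -0.235 for day 4 and 0.0157 for day 7, over 204 miRNAs. In data simulated from these libraries with 40 of 290 miRNAs changed, the test of 3 against 3 recovered 66.3% of 2-fold and 99.7% of 4-fold changes. That of W4 against 3 suckling libraries recovered 13.1% and 90.6%. The simulation gave every miRNA the same dispersion (0.049), changed as many up as down, and in the test of 3 against 3 changed each weaning library alike. The real libraries need not follow these settings, so the shares recovered in them may be lower. The alternatives tried were the scalings, the thresholds, the filters, averaging of loci, leaving out each library, the day as a block and, added after the data were seen, each weaning library against the suckling libraries of other days. The paper's RT-qPCR values, target predictions and pathway tables were not analysed here.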

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

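The tests of scaling and cell shares, and that of other splits were chosen after the results were seen. For cell shares, a rule joining the markers of epithelium and of other cell types was tried after the first value was known and withdrawn, and the epithelial markers were then made a test of their own.

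SSC1_7099 had a log2 ratio of 4.44 between W1 and S1, set by S1 alone. SSC1_6467 had 3.71 between W4 and S4, on 100 and 9 reads. SSC9_17641 had 2.61 between W7 and S7, and SSC13_1737 had 2.12 in the same pair. These candidates are in the paper's Table S9 but not in its Table S10.

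In W4, many more miRNAs were at least 2-fold higher than lower with the library total, and the reverse was found with TMM. The share of all miRNAs but miR-192, miR-215 and miR-143-3p was higher by 0.77 on the log2 scale, and the median log2 ratio was 0.83. Counts of this kind are relative and hold no outside reference. From them, higher levels of most miRNAs cannot be told apart from lower levels of the abundant ones. The paper's RT-qPCR in biological replicates, with U6 snRNA as internal control, covered some of these miRNAs in W4 and S4. In it miR-215 was significantly different, and the paper reports almost all levels to be alike in both methods. Those RT-qPCR values were not analysed here. A single common shift of all miRNAs but miR-192, miR-215 and miR-143-3p would leave none of them different after TMM scaling. In W4 against the 3 suckling libraries, edgeR called the 3 miR-194 forms and miR-182 lower and SSC6_13802 and SSCM_18120 higher. With DESeq2 size factors these 2 candidates were not called, and without S4 none is called. miR-194b-5p had a log2 fold change of -2.22 (standard error 0.17), and -2.18 (standard error 0.19) without S4. miR-182 had -1.08 (standard error 0.12), and -1.02 (standard error 0.12) without S4. The miR-194 forms are clustered with miR-192 and miR-215, so they are not independent of the abundant miRNAs. Outside the miR-194 forms, miR-182 (-1.08), SSC6_13802 (1.66, standard error 0.26) and SSCM_18120 (2.41, standard error 0.38) departed from a common shift. They were measured in 1 pool, W4, so their folds do not settle whether such a shift took place. For the other miRNAs a common shift stays open too, with 32, 28 and 19 miRNAs at least 2-fold different between W4 and S4, S1 and S7 and at most 13 between suckling libraries. miR-192 and miR-215 were lower too (-1.90, standard error 0.14, and -2.41, standard error 0.21), with much the same folds without S4 (-1.84, standard error 0.16, and -2.31, standard error 0.23, adjusted p = 0.132 each), and an effect of weaning, of which W4 is 1 pool, stays open as their cause.

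With the library total, 5 of 6 epithelial markers, all forms of miR-192, miR-194 and miR-215, had lower ratios in W4 against S4. The medians of leukocytes, mesenchyme and endothelium lay above the median of 0.83. Those of smooth muscle (0.72) and erythroid cells (0.62) lay below it, at -0.12 and -0.22 with TMM, and the liver marker was at -0.89. A lower share of epithelial cells would raise the markers of leukocytes, smooth muscle, mesenchyme and endothelium alike, and their medians lay within 0.79 of each other, less than the 1.17 found between S7 and S4, so this is a weak test that is consistent with a change in cell shares. If all epithelial cells held these markers equally, a lower share of them would also lower all epithelial markers alike. Without miR-429 these lay 0.85 apart in W4 against S4, 0.56 against S1 and 0.55 against S7 (1.93, 1.90 and 1.79 with miR-429). Between suckling libraries they lay at most 0.31 apart. An equal fall of all epithelial markers is therefore argued against. Kinds of epithelial cells may differ in these markers, so a change in their shares cannot be told apart from a change within the cells. Both stay open and untested.

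Weaning against suckling over the 3 days gave 0 called miRNAs, and the highest of the other splits of the 6 libraries (S1, S4 and W1 against the rest) gave 4. The 10 splits are too few for a share under 0.05.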

How the results depend on the processing

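The comparisons of W1, W4 and W7 with suckling libraries of other days were chosen after the data were seen, the rest before the deposited files were examined. Detection fell to 270, 282, 280, 304, 279 and 288 sequences in S1, W1, S4, W4, S7 and W7 with at least 10 reads. For the number at least 2-fold different, the following moved by over 1.5 times, and the cause was not tested unless given. W1 and S1 gave 54 at 1.5-fold, 163 with no minimum of reads, 9 with at least 200 reads, 10 and 9 (TMM) for W1 against S4 and 11 and 9 (TMM) for W1 against S7. W4 and S4 gave 32 with TMM, 32 with DESeq2 size factors, 58 with clean reads and 31 with the total without miR-192, miR-215 and miR-143-3p, and also 184 at 1.5-fold, 252 with no minimum, 28 for W4 against S1 with TMM and 51 and 19 (TMM) for W4 against S7. W7 and S7 gave 80, 196 and 14 for the same 1.5-fold, no minimum and 200 reads, and 42 and 41 for W7 against S1 and S4. On more than 1 day there were 81 at 1.5-fold. Fewer reads required and a smaller fold let more miRNAs in by construction. For the tests, weaning against suckling gave 14 with DESeq2 and 1 with the library total, and 0 to 12 leaving out each library in turn (12 without W1, 1 without S7, 0 without each of the others). W4 gave 13 with DESeq2, 152 with the library total and 0 to 14 leaving out each suckling library (0 without S4, 14 without S1). W7 gave 22 with DESeq2, 16 with the library total, 14 with at least 50 reads and 0 to 24 leaving out each suckling library (0 without S4, 19 without S7, 24 without S1). W1 gave 0 under every setting run. With the day as a replicate block, weaning against suckling gave 0 called, with 37 at an unadjusted p under 0.05, so the paired fit changed no call. Of the log2 ratios of named miRNAs under other scalings, 200 stayed within their counting interval and 216 moved. Each scaling shifts all ratios of a pair by the same amount, so small ratios changed sign, such as miR-100 (-0.34), let-7e (-0.16) and miR-185 (-0.21) in W4 and S4 with TMM. Of list medians 145 stayed and 119 moved. The pseudocount alternatives do not apply, since the values are counts.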

Differences from the paper's values

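Of 40 log2 ratios that the paper gives for miRNAs named here, some of them at several loci of 1 mature sequence, 40 had the same sign in the counts with the library total and with clean reads. With TMM, with DESeq2 size factors and with the total without miR-192, miR-215 and miR-143-3p, 34 did. The opposite sign was found for miR-100, miR-92b-3p, miR-185, miR-190a, miR-425-5p and let-7e in W4 and S4. The paper's values of these were read by eye from Fig. 3. With the library total, 8 differed by more than the SD of the 3 suckling libraries. The paper used FPKM and q values per precursor, and the values here are counts per mature sequence.

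miR-215 in W4 and S4 had a log2 ratio of -1.68 here, where Fig. 3 shows about -2.2, read by eye, and all of the other scalings (TMM -2.52, DESeq2 size factors -2.51, clean reads -1.88, total without miR-192, miR-215 and miR-143-3p -2.46) also differ. miR-218-5p had 1.07 in W4 and S4, against the paper's 1.19 for its locus miR-218-2, 0.87 for miR-218-1 and 1.01 for miR-218b, of which the last does not differ. In W7 and S7 it had 0.48, against the paper's 1.36 for miR-218-2. miR-219 had 0.89, against the paper's 1.81, on 7 and 11 reads. SSC7_14583/SSC7_14591 had 2.62, against the paper's 3.86, and SSC9_16912/SSC9_16916 had 2.80, against the paper's 3.96 at SSC9_16912 and 2.74 at SSC9_16916, where the latter does not differ. miR-9 had 1.27, against the paper's 1.42 at its locus miR-9-1-1 and 1.21 at miR-9-3, where the latter does not differ. Of the other scalings set before the deposited files were examined, clean reads (0.87) brought miR-218-5p within that SD of miR-218-1, and none brought any of the other 7 values within it.

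The candidates that share a seed with mouse were 51 by the first species that Table S9 names for each, against the paper's 77. No alternative was set for this count.

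The paper counts 16, 98 and 22 differing miRNAs at q below its threshold, and the counts here are 20, 89 and 25 at a 2-fold rule, so the thresholds differ. With TMM scaling they were 14, 32 and 27, with 10 higher and 22 lower at 4 d, where the paper has more higher than lower.

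The paper states that no miRNA differed on all 3 days, yet SSC6_13802 is in all 3 lists of its Table S10 and was at least 2-fold higher on all 3 days here. SSC1_7989 is lower at 7 d in that table, and here it had 0 reads in S7 and 8 in W7. The paper places the most candidates on chromosome 1, then 7, then 2 and the fewest on chromosome 8, while chromosomes 1 and 7 held 30 each here, chromosome 3 held 28 and chromosome 10 held 4, fewer than the 6 of chromosome 8. The axis of the paper's Fig. 1 is of unique candidates and the counts here are of precursors, so the measures may differ. The paper gives miR-146b the largest difference between W4 and S4, which holds here among known miRNAs. Among candidates with at least 50 reads in the pair, SSC1_6467 (3.71) and SSC1_7989 (-3.82, on 100 and 6 reads) had ratios larger in size. By RT-qPCR in biological replicates, the paper found miR-215 significantly different between W4 and S4. In its sequencing, the q of miR-215 was close to the threshold without passing it. The paper reports no significant difference of miR-215 in the sequencing of W4 and S4, and here miR-215 was lower in W4 against the 3 suckling libraries together, a different comparison (log2 fold change -2.41, adjusted p = 0.00602 from edgeR's quasi-likelihood test). In it W4 is 1 library that is assumed to vary like the suckling ones, and without S4 edgeR called 0 miRNAs in W4, with miR-215 at -2.31 (standard error 0.23, adjusted p = 0.132).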

Other observations

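The test of lengths and the comparison of candidate sequences in this part were chosen after the data were seen. Lists that the text has not described are given here as median log2 ratios with the library total.

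At 4 d, mesenchyme miRNAs had a median of 1.11, endothelium 0.94, neurons 1.09, miR-10 family 1.16, miR-15/16 family 1.06, miR-23/24/27 clusters 0.98 and miR-181 family 0.87, all above the median of 0.83. Below that median lay smooth muscle at 0.72, erythroid cells at 0.62, let-7 family at 0.72, miR-30 family at 0.58, miR-99, miR-100 and miR-125 at 0.49, DLK1-DIO3 cluster at 0.74, miR-424, miR-450, miR-503 and miR-542 at 0.26 and miR-182 with miR-183 at 0.12. TMM scaling lowers all ratios by about the median, so the sign of these lists with it adds nothing to their place below the median. miR-122, the liver marker, was at -0.89. At 7 d, miR-17-92 had a median of -0.07 (percentile 2.03 of the matched random lists), and the miR-29 family had 0.68.

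Mature sequences of 21 nt took 77.2% of counts in S4 and 60.2% in W4, 76.4% in S1 and 70.8% in W1, and 72.8% in S7 and 67.9% in W7. Sequences of 22 nt took 17.3% in S4 and 30.8% in W4. Without miR-192, miR-215 and miR-143-3p, which are 21 nt long, the 21 nt share was 16.2% in S4 and 14.5% in W4. These are lengths of the annotated sequences, not of the reads.

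SSC13_1737 and SSC1_6467, both 23 nt long, were identical at 21 positions, and their last 17 nt were the same. SSC13_1737 had 31 reads in S4 and 105 in W4, and SSC1_6467 had 9 and 100.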
